A study of Mus musculus with 24 samples. Its data were reported in "Distinct and separable roles for EZH2 in neurogenic astroglia" (2014).

How the data were processed

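Subventricular zone (SVZ) neural stem cells (NSCs) of mouse pups were grown as adherent monolayers with EGF and FGF and then moved to a medium with less serum and neither growth factor, in which they differentiate. In the Ezh2-deleted cultures the floxed Ezh2 alleles had been recombined by a tamoxifen-activated Cre recombinase. The study describes both kinds of culture as Ink4a/Arf-null. The labels give the culture, the day and a replicate number for each of the 24 arrays. Control and Ezh2-deleted cultures were each represented by 3 arrays at day 0, 2 at day 1, 3 at day 2, 3 at day 4 and 1 at day 7. Biotinylated cRNA was hybridized to Illumina MouseRef-8 BeadChips. Per the methods of the study, a pair of day 1 arrays hybridized on another day was left out of the analysis as outliers.

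Bead intensities on a linear scale, summarised by the authors to a value per probe and array, were deposited without background subtraction or normalization between arrays. A detection p-value per probe and array, which sets the probe against the negative control beads of its array, was deposited beside each intensity. These p-values moved in steps of 0.00125. A second deposited table, the value table of the series matrix, held intensities that the authors had quantile normalized. Its columns held the same sorted values (median 160.4 in each column, largest relative gap between columns 5.9e-05), which matched the mean of the sorted raw intensities to within 0.00022, so its scale is linear and no centring was applied. The scanner software and its version are not given in the sources used here. The number of per-sample columns that belonged to no sample used here was 0.

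The 2 tables name the arrays differently. By rank of all probes each column of the value table matched 1 array of the table of intensities with a rank correlation of 1, but the sample names agreed for 8 arrays and differed for 16, of which 10 were given to the other culture. The 8 arrays are those of day 0 and of Ezh2-deleted day 1. The sample names in the header of the table of intensities were used for all values in the report, and the value table with its own names was run as an alternative. Under the header's names the mean correlation between replicates, computed after the mean of each probe over arrays was subtracted, was 0.861 over 20 pairs (lowest 0.644), and 22 of the 22 arrays with a replicate had their nearest array in their own group. Under the value table's names the mean was 0.522 (lowest -0.221), with 11 of 22. The highest of 1000 random assignments of names gave 0.322 and 9. The 8 arrays whose names agree form whole groups under both sets of names and count among the 11. Random assignments scattered those 8 too, so the value table's scores above random need not come from the 16 names that differ. Over the mean of days Ezh2 itself differed by -0.73 under the header's names and by 0.10 under the value table's. If the value table's names were the right ones, the comparisons that use the 16 arrays would not hold as given here.

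Probes were named through the platform annotation supplied for the array. Of 25697 probes, 23978 had 1 gene symbol, 0 had several and 1719 were not listed. Entrez identifiers of 23962 probes matched the reference gene table (GRCm38.p6), and 0 symbols changed. Six1, Mki67, Rbbp4, Ascl1, Sox10 and Plp1 were not found among the named probes and are not analysed here. Intensities were background corrected, quantile normalized and log2 transformed with neqc of limma 3.58.1 in R 4.3.3, with an offset of 16 and the control distribution inferred from the detection p-values. A probe was kept if its detection p was under 0.01 on at least 2 arrays, which left 13948 probes, 13152 of them with a symbol. The probe with the highest mean over all arrays stood for a gene with several probes, which gave 9582 genes, 2565 of them with more than 1 detected probe. For the mean over days 1013 genes had several probes that passed the test, and in 16 of these the probes moved in opposite directions. Replicates correlated at 0.983 or more over the genes tested, and no pair held identical values at more than 1 probe, so each array was counted as a sample.

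All 24 arrays in 10 groups were fitted together with lmFit and eBayes (residual degrees of freedom 14, prior 3.48), and moderated tests were two-sided with Benjamini-Hochberg adjustment over the 9582 genes. Genes with an adjusted p under 0.05 are said to have risen, fallen or changed. Ezh2-deleted and control cultures were compared at day 0, 1, 2 and 4 and for the mean of these days, each day of 1, 2 and 4 was compared with day 0 within each culture, and an F test asked whether the difference between cultures depended on the day. Errors of log2 differences are standard errors from the model, and errors of group means are standard deviations (SD). A gene not detected on any array of a group (detection p of 0.01 or more) has only a bound there. Its ratio is given as "at least N-fold", the mean of the brighter group over the mean, per array of the dimmer group, of the higher of the gene's own value and the lowest value among detected probes. The lowest log2 value of a detected probe was 5.2 to 5.58 over the arrays (median 5.35). Day 7, with 1 array per culture, was not tested.

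These choices were made before the data were examined, together with 28 gene lists and the rule for named genes. The lists were PRC2 components, PRC1 components, Hox genes, other homeobox regulators, GATA and T-box factors, the olfactory bulb interneuron lineage, immature neuron markers, astrocyte markers, neural stem cell markers, oligodendrocyte progenitor markers, myelinating oligodendrocyte markers, the excitatory neuron lineage, cell division genes, CDK inhibitors, EGF and FGF response genes, the BMP pathway, cholesterol synthesis, MHC genes, interferon response, imprinted genes, microglia, endothelial, mural and fibroblast, ependymal, and Schwann and neural crest markers, stress response, reference genes and genes named in the text of the study. Named genes are, per comparison, those named in the study, the 10 with the largest rise and the 10 with the largest fall among genes that passed the test and whose arrays did not overlap between groups (for the mean over days, at each day), up to 4 members of each list with the smallest adjusted p, and the 10 genes with the smallest p for dependence on the day. Lists were tested against all other genes with camera of limma at an inter-gene correlation of 0.01, with adjustment over the lists, and again with the correlation estimated from the data. A list at day 7 was placed by its median among 10000 random lists of like size and mean expression. Coexpression modules were built with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 in Python 3.11.15 by the steps of the study's methods but on the background-corrected neqc values, where the study used quantile-normalized values. The value table, which holds quantile-normalized values, was run as an alternative and gave 39 modules. The steps were complete linkage of all probes over the 24 arrays at the top 0.02 of correlations, clusters of at least 10 probes, merging above 0.85, and membership at a Bonferroni p under 0.05. Figures were drawn with matplotlib 3.10.9.

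The labels give both cultures the same replicate numbers. Deviations of same-numbered arrays from their group means correlated at 0.199 to 0.341 at day 0, 0.211 to 0.323 at day 2 and 0.214 to 0.302 at day 4, with every array closest to its own number, so the numbers were taken to pair the samples on these days. What the pairing stands for is not given in the labels. At day 1 the correlation was 0.094. Within a culture, same-numbered arrays of day 0 and a later day correlated at 0.088 to 0.234, each closest to its own number, so arrays of different days may not be independent either. A fit with the number as a block was run as an alternative. Others were quantile normalization of log2 intensities without background correction, normexp with scaling to a common median, the value table as labelled, no detection filter, the mean of a gene's probes, eBayes with trend and robust settings, only the arrays compared, and leaving out each replicate in turn. Quantile normalization of linear intensities under the header's names was added after the data were seen. The comparison of genes was tested on simulated data, 9582 genes with 100 changed 1.5-fold and 100 changed 2-fold, where the share of 2-fold changes recovered was 90% at day 0, 76% at day 1, 84% at day 2, 90% at day 4, 98% for the mean over days and 77% for the dependence on the day. For 1.5-fold changes it was 58%, 39%, 49%, 61%, 93% and 22%. Unchanged genes made up 3.27%, 8.73%, 5.67%, 4.43%, 4.02% and 10% of the calls, against the 5% the threshold allows. The simulated arrays were independent draws around 1 mean per gene, without the correlation between same-numbered arrays. The dependence on the day was simulated only as a rise at day 2. Far fewer genes changed than were called in the data, so these shares may not carry over to the data. The median intensity per array was 143.9 to 177.9 and the number of probes detected 11017 to 12097. For arrays, the number of arrays limits the precision.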

Results

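Gene expression was measured on microarrays in cultured SVZ NSCs, the stem cells that supply the olfactory bulb with interneurons, before and during differentiation. The study asked which genes need Ezh2, the histone methyltransferase of Polycomb repressive complex 2 (PRC2), to stay repressed as these cells differentiate. Control and Ezh2-deleted cultures each contributed 3 arrays at day 0, 2 at day 1, 3 at day 2, 3 at day 4 and 1 at day 7. Between 11017 and 12097 of 25697 probes were detected per array (median 11631), at median intensities of 143.9 to 177.9. Nothing in the labels says that replicates were separate cultures, so p-values measure the spread between these samples, which may be technical. Samples were assigned by the names in the header of the table of intensities. For 16 of the 24 arrays the other deposited table gives a different name, and 10 of these are given to the other culture. Under the names of that table limma called 409 genes at day 0, 1393 at day 1, 0 at day 2 and 0 at day 4 (355 and 739 at an unadjusted p under 0.05 on the last 2 days, where chance gives 479), and 317 for the mean over days. No day 0 array has another name there, so the count at day 0 depends on the names only through the spread shared by all arrays. Values are log2 intensities, differences are Ezh2-deleted minus control ± SE, and adjusted p-values are from limma over 9582 genes. Without background correction the differences of 220 named results were smaller, at a median of 0.624 times those given here (0.322 to 0.968).

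The deleted gene was examined first. Ezh2 measured 8.94, 8.73 and 8.91 in the control arrays at day 0, 9.47 and 9.46 at day 1, 9.53, 9.96 and 9.66 at day 2, 8.40, 8.68 and 8.46 at day 4, and 8.32 at day 7. In the Ezh2-deleted arrays it measured 8.82, 8.76 and 8.64 at day 0, 8.43 and 8.32 at day 1, 8.18, 8.87 and 8.43 at day 2, 7.90, 8.12 and 8.04 at day 4, and 7.62 at day 7. The difference at day 0 was -0.12 ± 0.14 (adjusted p = 0.647, n = 3 per culture) and did not pass the test. Ezh2 fell by 1.09 ± 0.17 at day 1 (adjusted p = 0.000355, n = 2), fell by 1.22 ± 0.14 at day 2 (3.34e-06, n = 3) and fell by 0.49 ± 0.14 at day 4 (0.00828, n = 3). A second Ezh2 probe was detected on 7 control arrays and 0 Ezh2-deleted arrays, and another on none of the 24. Over days 0 to 4 the second probe averaged 5.69 in control and 4.71 in Ezh2-deleted arrays. That is near the lowest values of detected probes, which limits the contrast. Where these probes lie relative to the floxed exons is not known here, and a transcript without those exons can still bind a probe elsewhere, so the level of Ezh2 checks the labels only in part. Of 2 Cdkn2a probes (the Ink4a/Arf locus) 1 was detected on all 24 arrays, at 6.72 to 7.82, above the lowest values of detected probes (5.20 to 5.58), and the other on 0. A deleted exon would give no signal, so the detected probe goes against a null locus unless it lies outside the deletion, and its place relative to the deletion is not known here.

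**Figure D1:**
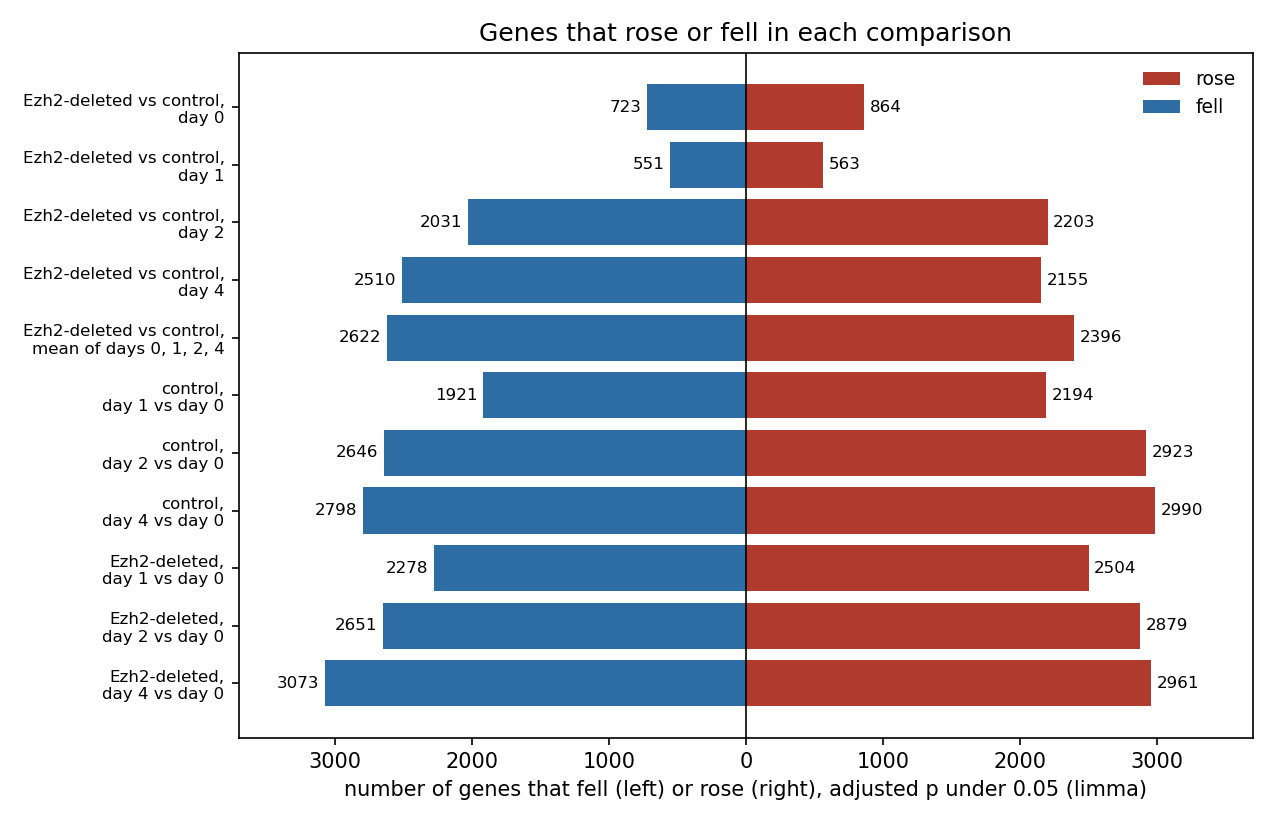
Number of genes that rose (right) or fell (left) in each comparison at a limma adjusted p under 0.05, of 9582 genes tested. Between cultures the count went from 1587 at day 0 and 1114 at day 1, the day with 2 arrays per culture, to 4234 at day 2 and 4665 at day 4.

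Before differentiation, at day 0, genes of body regions other than the forebrain were already expressed in Ezh2-deleted cultures. En2, a homeobox factor of the midbrain and hindbrain, was not detected on any control array (4.61 ± 0.18 SD) and reached 8.73 ± 0.27 SD after deletion, at least 9.3-fold higher (adjusted p = 1.3e-10, n = 3 per culture). Hoxc9 and Hoxb5, which pattern the posterior body axis, were at least 6.46-fold and at least 3.08-fold higher (1.3e-10 and 9.3e-09). Of 17 Hox genes measured 12 rose and 0 fell (14 and 1 adjusted over the list alone), among them Hoxb7 (at least 2.49-fold) and Hoxd8 (at least 2.27-fold). Of 24 other homeobox regulators 13 rose and 1 fell (13 and 2 adjusted over the list alone), including Irx2 (at least 4.67-fold) and the organizer gene Gsc (at least 1.87-fold). A gene counts as measured only if detected on at least 2 arrays. Members not detected on any control array, such as En2 and Hoxc9, entered through Ezh2-deleted arrays alone and could not fall. The counts are therefore not shares of the whole lists, and their direction is in part built in. The same holds for other lists with such members. Gata2, a factor of blood and hindbrain, was at least 3.03-fold higher, Lmo2 at least 3.23-fold and the imprinted growth factor Igf2 at least 5.15-fold. Crym, a thyroid hormone binding protein, rose 8.0-fold (3.00 ± 0.17, 6.22e-09). The CDK inhibitor Cdkn1c rose 3.74-fold and the PRC1 gene Bmi1 1.94-fold (0.95 ± 0.12, 4.28e-05).

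Ezh2-deleted cultures at day 0 also had more transcript of cell division and sterol genes. Of 30 cell division genes 17 rose and 0 fell (20 and 0 adjusted over the list alone), with Mcm3 2.03-fold, Rrm1 1.84-fold and Mcm4 1.82-fold higher. Of 15 genes of cholesterol synthesis 13 rose and 0 fell, led by Fdps, farnesyl diphosphate synthase (1.18 ± 0.11, 2.26-fold, 1.77e-06), and Dhcr7 (1.78-fold). Pdgfra, a growth factor receptor, was at least 3.19-fold higher, the 1 riser of 12 oligodendrocyte progenitor markers (0 fell, list median -0.01), and Lcn2, an iron-binding lipocalin, at least 3.86-fold. Of 12 stress response genes 2 fell and 0 rose, and the list median was 0.03. The cationic amino acid transporter Slc7a3 fell by 2.88 ± 0.28 (7.37-fold lower, 2.52e-06), as did Ddit3 (-2.33 ± 0.26, 5.04-fold lower) and Trib3 (4.0-fold lower), the latter pair being effectors of the integrated stress response. Cth, an enzyme of cysteine synthesis, was 3.57-fold lower, N4bp2l1 5.84-fold, Cyb5r1 5.34-fold and the interneuron gene Calb2 2.32-fold. Egfr, the receptor for the mitogen in the medium, fell by 0.60 ± 0.13 (0.00401), while Olig2 (-0.26 ± 0.19, 0.405) and Dlx2 (-0.26 ± 0.37, 0.705) did not pass the test.

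Altogether 1587 genes changed at day 0, 864 up and 723 down, of which 157 rose and 37 fell over 2-fold. In 1558 of them the arrays of the 2 cultures did not overlap, as in 36.7% of all genes, where chance gives 10%. Without Ezh2-deleted day 0 replicate 1 the count was 986.

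One day after growth factors were withdrawn, 3 of 5 measured genes of the excitatory neuron lineage had risen in Ezh2-deleted cultures and 0 had fallen (4 and 0 adjusted over the list alone). The 5 were Slc17a6, Slc17a8, Neurod4, Cux2 and Fezf2. Most of the list, including Neurog2, Tbr1 and Eomes, was not measured. Isl1 and Reln, also higher at day 1, had already passed the test at day 0 (adjusted p = 0.0168 and 0.000127). Slc17a6, the vesicular glutamate transporter of subcortical excitatory neurons, was not detected in control cultures (4.61) and reached 9.30, at least 13.8-fold higher (adjusted p = 1.02e-09, n = 2 per culture). Isl1, a LIM homeobox factor of motor and sensory neurons, was at least 11.1-fold higher (1.08e-09), Neurod4 at least 10.4-fold, the sensory neuron factor Pou4f1 at least 2.88-fold and the retinoid binding protein gene Crabp1 at least 8.44-fold. Reln, the secreted guide of migrating neurons, rose 11.2-fold (6.72 ± 0.3 SD to 10.21 ± 0.11 SD, 6.52e-09). Hoxb5 and Hoxc9 were at least 22.9-fold and at least 21.1-fold higher, and 12 of 17 Hox genes rose and 0 fell (13 and 0 adjusted over the list alone). Of the other homeobox regulators 12 of 24 rose and 0 fell (14 and 0 adjusted over the list alone). Immature neuron markers rose in 13 of 30 and fell in 0 (16 and 0 adjusted over the list alone), with the growth-associated Stmn2 10.9-fold (3.45 ± 0.24, 3.04e-08), Dpysl5 4.43-fold and Dcx, the neuroblast microtubule protein, 2.58-fold higher (1.37 ± 0.4, 0.0331).

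Cell division genes moved the other way at day 1, where 26 of 30 fell and 0 rose (28 and 0 adjusted over the list alone). Kif15, a spindle motor, fell by 2.30 ± 0.3 (4.92-fold lower, 5.23e-05), as did thymidine kinase Tk1 (-2.27 ± 0.38, 4.83-fold), Mybl2 (-2.21 ± 0.29, 4.64-fold), the replication fork gene Timeless (-2.15 ± 0.23, 4.44-fold) and Aurka (-1.93 ± 0.22, 3.8-fold). Dlx2, a determinant of olfactory bulb interneurons, fell by 1.89 ± 0.45 (0.00975), as did Suz12 of PRC2 (-0.63 ± 0.12) and Cbx2 of PRC1 (1.67-fold lower). Of 8 PRC2 genes 3 fell, the deleted Ezh2 among them, and 0 rose. Of 14 PRC1 genes 1 fell and 2 rose, Bmi1 (1.48-fold) and Cbx8 (1.34-fold), or 3 and 2 adjusted over the list alone. The CDK inhibitors Cdkn1c and Cdkn1a rose 4.05-fold and 1.95-fold. Olig2 was not detected in either culture. Dcn, a proteoglycan of fibroblasts and mural cells, was at least 5.33-fold higher (0.000676), Lum at least 3.04-fold, and 2 of 10 mural and fibroblast markers rose and 0 fell (3 and 0 adjusted over the list alone).

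At day 1 the count was 1114 genes, 563 up and 551 down, and 208 rose and 190 fell over 2-fold. The cultures did not overlap in 1113 of these and in 50.6% of all genes, against 33.3% by chance for 2 arrays each. The count rests on few arrays: 560 without control day 1 replicate 2, 580 without Ezh2-deleted day 1 replicate 1, 695 with scaling to a common median and 359 when fitted on the day 1 arrays alone, where Dcn also no longer passed the test.

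At day 2 most genes of the interneuron lineage were lower in Ezh2-deleted cultures. Of 17 genes of the olfactory bulb interneuron lineage 13 fell and 0 rose, at a median of -1.59 (-0.75 without background correction). Dlx1 fell by 2.51 ± 0.43 (13.60 to 11.09, 5.69-fold, adjusted p = 0.000144, n = 3 per culture), as did Dlx2 (-2.43 ± 0.37, 5.39-fold, 4.53e-05), the zinc finger gene Sp9 (-2.38 ± 0.3, 5.21-fold) and Gad1, the GABA-synthesizing enzyme (-2.09 ± 0.34, 4.26-fold). Among 30 immature neuron markers 18 fell and 3 rose (19 and 3 adjusted over the list alone), with Dcx 2.95-fold lower (-1.56 ± 0.33, 0.000851) and Stmn3 2.77-fold lower. Shtn1, a protein of axon formation, fell by 2.93 ± 0.38 (7.62-fold), as did the neuroblast homeobox gene Prox1 (-2.49 ± 0.32, 5.64-fold). Division genes fell in 28 of 30 and rose in 0 (Nusap1 -2.10 ± 0.23, Kif11 3.72-fold, Mcm6 3.22-fold lower), while Cdkn1a rose 3.16-fold (1.66 ± 0.14, 1.42e-07). Of 14 PRC1 genes 8 fell and 1 rose, with Cbx2 2.68-fold and Phc2 2.03-fold lower. Of 8 PRC2 genes 3 fell, the deleted Ezh2 among them, and 1 rose.

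Genes of motile cilia, the mark of ependymal cells that line the ventricle, rose together at day 2. All 9 ependymal markers measured rose, at a median of 1.57, among them Tekt1 (6.69-fold), Rsph1 (9.81 to 12.50, 6.46-fold, 3.16e-08), Dynlrb2 (5.21-fold) and Foxj1, the master factor of motile cilia (1.57 ± 0.19, 2.96-fold, 5.58e-06). Cfap299 rose 17-fold, Cfap161 16.8-fold and the dynein assembly gene Dnaaf1 15-fold. Dcn was at least 9.62-fold higher (4.53 to 8.70 ± 1.03 SD), Lum at least 4.39-fold, collagen Col1a1 at least 2.46-fold and Col6a1 3.18-fold, and 6 of 10 mural and fibroblast markers rose and 1 fell. Astrocyte markers rose in 12 of 21 and fell in 0 (13 and 0 adjusted over the list alone), though by less (Ntsr2 2.09-fold, Aqp4 1.5-fold, list median 0.39). Interferon response genes rose in 9 of 15 and fell in 1, led by Usp18 (4.95-fold) and Rsad2 (3.57-fold), and MHC genes rose in 7 of 10 and fell in 0.

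Hoxb5 and Hoxc9 were again higher at day 2 (at least 24.9-fold and at least 19.5-fold), 14 of 17 Hox genes and 17 of 24 other homeobox regulators rose, and 0 of either fell (1 homeobox regulator fell when adjusted over the list alone). Reln was 15.9-fold higher (5.4e-11), Slc17a8, another glutamate transporter, 11.5-fold, Slc17a6 at least 6.65-fold, Isl1 at least 4.11-fold and Rbfox3, the neuronal nuclear antigen NeuN, at least 6.86-fold. Olig1 rose 2.01-fold and the BMP target Id1 3.11-fold, whereas Olig2 was not detected in either culture. In all, 4234 genes changed at day 2, 2203 up and 2031 down, 441 and 367 of them over 2-fold. The cultures did not overlap for 4079 of them and for 54.9% of all genes, against 10% by chance.

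At day 4 most neuronal markers lay below control in Ezh2-deleted cultures. Bcl11b, a factor of maturing neurons, fell by 3.10 ± 0.25 (9.45 ± 0.23 SD to 6.35 ± 0.7 SD, 8.59-fold, adjusted p = 2.71e-08, n = 3 per culture), as did Dcx (-2.77 ± 0.33, 6.8-fold, 1.93e-06), Dlx1 (-2.83 ± 0.43, 7.09-fold), Gad1 (-2.70 ± 0.34, 6.52-fold) and Stmn2 (-2.45 ± 0.19, 11.29 to 8.84, 5.46-fold). Immature neuron markers fell in 24 of 30 and rose in 3 (25 and 3 adjusted over the list alone, median -1.61), and the interneuron lineage fell in 13 of 17 and rose in 1 (median -1.80, -1.44 with members not detected in a culture at their bound, and -0.81 without background correction). The riser was Calb2, calretinin, 7.79-fold higher (2.96 ± 0.34, 1.65e-06). The RNA-binding proteins Elavl4 (-2.88) and Elavl2 (-2.48) fell, and so did Sp9 (-2.98 ± 0.3). Olig2 fell by 0.63 ± 0.19 (6.03 to 5.39, 1.55-fold lower, 0.0108). After deletion it lay near the lowest values of detected probes and was not detected on replicate 1, which limits the ratio.

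All 9 ependymal markers rose at day 4 (median 2.19), with Rsph1 8.09-fold (10.81 to 13.83, 2.82e-09), Tekt1 8.03-fold and Dynlrb2 6.15-fold, and Ccna1, Cfap65, Cfap299 and Lrrc34 were 21-fold, 20.2-fold, 19.3-fold and 17.6-fold higher. Myelin genes rose in 8 of 13 and fell in 0 (median 1.23, 0.68 at bounds, and 0.34 without background correction), with myelin basic protein Mbp at least 6.84-fold (4.87 to 8.10, 9.15e-10), Mag at least 2.84-fold and Tspan2 4.64-fold higher, while oligodendrocyte progenitor markers rose in 1 of 12 and fell in 4 (1 and 3 adjusted over the list alone). Dcn was at least 44.7-fold higher (4.74 to 10.81 ± 0.64 SD, 1.86e-08), Angptl7 at least 15.6-fold, Lum at least 4.86-fold and Col1a1 at least 4.34-fold, and 7 of 10 mural and fibroblast markers rose and 1 fell. Endothelial markers rose in 3 of 5 and fell in 0 (median 0.86, and 0.62 at bounds), with Ly6c1 at least 4.98-fold and Flt1 2.04-fold higher. Interferon response genes rose in 10 of 15 and fell in 1 (11 and 1 adjusted over the list alone), with Usp18 7.88-fold and Rsad2 5.49-fold higher. Of the cell division genes 6 of 30 now rose and 1 fell (5 and 0 adjusted over the list alone), with Cdk1 2.96-fold (1.56 ± 0.18, 1.34e-06), Top2a 2.22-fold and Cdc20 2.15-fold higher. Astrocyte markers rose in 2 of 21 and fell in 3 (1 and 1 adjusted over the list alone, median 0.03), and EGF and FGF response genes fell in 8 of 16 and rose in 2.

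Hox genes rose in 9 of 17 and other homeobox regulators in 10 of 24 at day 4, with 0 falling in either list. Hoxc9 was at least 5.59-fold, Hoxb5 at least 2.28-fold, En2 at least 5.64-fold, Isl1 at least 1.51-fold and the secreted factor Bmp4 at least 6.18-fold higher. At this day 4665 genes changed, 2155 up and 2510 down, 665 and 406 over 2-fold. The cultures did not overlap for 4413 of them and for 54.7% of all genes, against 10% by chance.

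**Figure D2:**
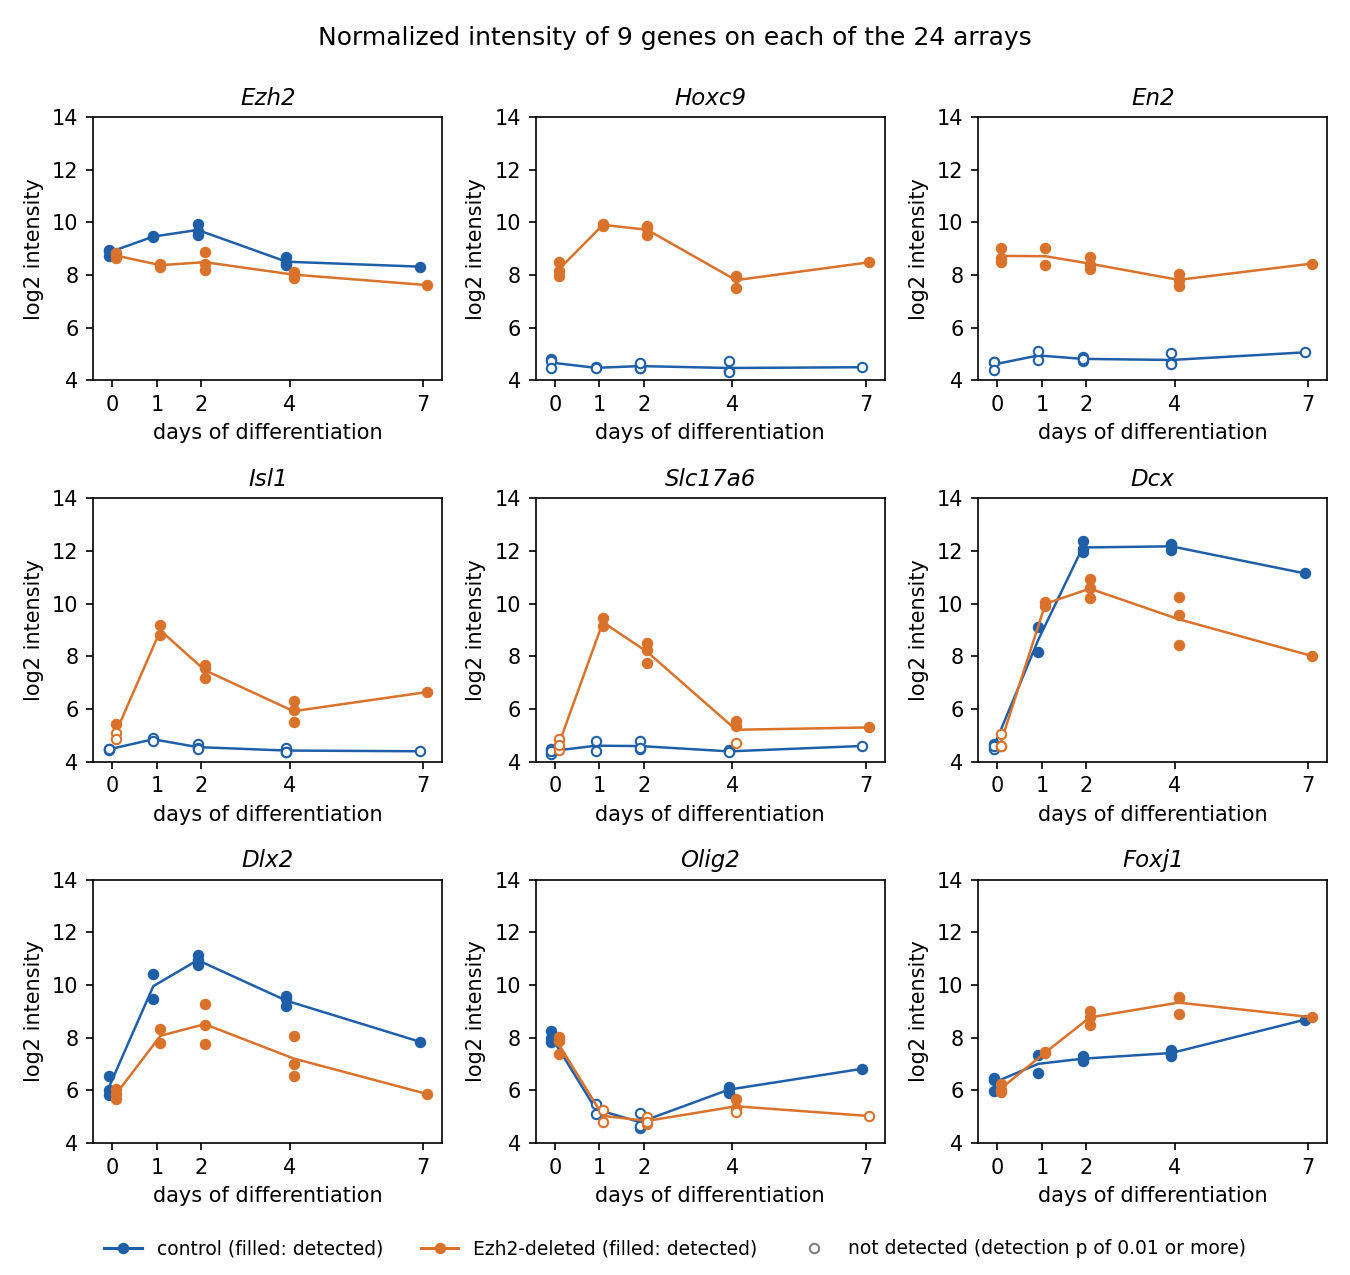
Normalized log2 intensity of 9 genes on each array (points) over days of differentiation, with lines through the group means and open points where the probe was not detected. Hoxc9 and En2 were detected only on Ezh2-deleted arrays, Isl1 and Slc17a6 peaked at day 1 in those cultures, and Dcx and Dlx2 lay below control there at days 2 and 4.

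Over the mean of days 0, 1, 2 and 4, Hox genes and other homeobox regulators were the 2 of 28 lists with the smallest camera p. Of 17 Hox genes 13 rose and 0 fell (14 and 0 adjusted over the list alone), and the list lay above other genes (camera, adjusted p = 8.59e-11, and adjusted p = 0.0322 with an estimated correlation). Of 24 other homeobox regulators 18 rose and 0 fell (adjusted p = 9.5e-09, and adjusted p = 0.0322 with an estimated correlation). These 2 of the 16 lists called by camera, of 28 tested, held with an estimated correlation. Members that entered through Ezh2-deleted arrays alone favour a rise in both lists. The study had also named homeodomain factors, En2 and Isl1 among them, as dependent on Ezh2 from these same arrays. The p-values of these 2 lists are thus not independent evidence. By this mean Hoxc9 rose by 4.37 ± 0.08 (adjusted p = 7.13e-17, n = 11 arrays per culture), Hoxb5 by 3.85 ± 0.08, En2 by 3.64 ± 0.1 and Reln by 2.52 ± 0.09 (1.6e-12), though each but Reln was not detected in control cultures, where only the bounds given above apply. The p-values by this mean take the 11 arrays of a culture as independent. These arrays repeat the same replicate numbers over days, and same-numbered arrays correlated across days (0.088 to 0.234), so they may not be independent. Igfbp4, an insulin-like growth factor binding protein, rose 5.57-fold (2.48 ± 0.19, 1.57e-08).

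Several markers of other cell types and states lay above control by this mean. Ependymal markers rose in 9 of 9 (median 0.93, adjusted p = 5.5e-07, and adjusted p = 0.11 with an estimated correlation), and Tekt1 was 3.43-fold higher. Mural and fibroblast markers rose in 7 of 10 and fell in 0 (adjusted p = 0.00117, and adjusted p = 0.188 with an estimated correlation), with Col6a1 2.55-fold higher. MHC genes rose in 7 of 10 and fell in 0 (adjusted p = 0.000786, and adjusted p = 0.11 with an estimated correlation), with the proteasome subunit Psmb9 1.75-fold and B2m 1.53-fold higher. Interferon response genes rose in 9 of 15 and fell in 1 (adjusted p = 0.00171, and adjusted p = 0.115 with an estimated correlation). Cholesterol synthesis genes rose in 12 of 15 and fell in 0 (adjusted p = 0.00111, and adjusted p = 0.115 with an estimated correlation), with Msmo1 1.59-fold higher. Of the 5 measured genes of the excitatory neuron lineage 4 rose and 0 fell (adjusted p = 0.00171, and adjusted p = 0.11 with an estimated correlation). Myelin markers rose in 9 of 13 and fell in 0 (adjusted p = 0.00458, and adjusted p = 0.123 with an estimated correlation). Imprinted genes rose in 8 of 14 and fell in 1 (adjusted p = 0.014, and adjusted p = 0.123 with an estimated correlation), with Cdkn1c 2.35-fold and Ndn 1.42-fold higher.

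Astrocyte markers rose in 9 of 21 and fell in 1 (median 0.09, adjusted p = 0.0188, and adjusted p = 0.368 with an estimated correlation), and Slc1a2, the glial glutamate transporter, was 1.51-fold higher while Gfap (0.32, 0.129) did not pass. Schwann and neural crest markers rose in 3 of 5 and fell in 0 (4 and 0 adjusted over the list alone, adjusted p = 0.0265, and adjusted p = 0.11 with an estimated correlation). Lists that lay below other genes were cell division, with 23 of 30 fallen and 0 risen (adjusted p = 1.21e-06, and adjusted p = 0.247 with an estimated correlation), the interneuron lineage, with 13 of 17 fallen and 0 risen (adjusted p = 1.03e-05, and adjusted p = 0.11 with an estimated correlation), immature neuron markers, with 18 of 30 fallen and 4 risen (19 and 4 adjusted over the list alone, adjusted p = 0.0188, and adjusted p = 0.458 with an estimated correlation), and PRC2, with 4 of 8 fallen and 0 risen (adjusted p = 0.0327, and adjusted p = 0.11 with an estimated correlation). In the last, Mtf2 was 1.61-fold, Ezh2 1.66-fold and Suz12 1.34-fold lower. Ezh2 is the deleted gene, so its fall was set by the design, and the test of the PRC2 list rests in part on it. Dlx2 was 3.23-fold, Bcl11b 3.42-fold and the neurogenic factor Insm1 2.39-fold lower by this mean.

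The remaining 12 lists were not called by camera for this mean. PRC1 genes rose in 2 of 14 and fell in 7 (3 and 7 adjusted over the list alone), GATA and T-box factors rose in 2 of 4 and fell in 1, neural stem cell markers rose in 6 of 16 and fell in 4 (7 and 4), and oligodendrocyte progenitor markers rose in 5 of 12 and fell in 2. CDK inhibitors rose in 2 of 7 and fell in 2, EGF and FGF response genes rose in 4 of 16 and fell in 1, and BMP pathway genes rose in 5 of 14 and fell in 2. Microglia markers rose in 2 of 13 and fell in 0 (0 and 0 adjusted over the list alone), endothelial markers rose in 2 of 5 and fell in 0, stress response genes rose in 3 of 12 and fell in 3, and reference genes rose in 1 of 8 and fell in 3. Of 18 genes named in the text of the study 6 rose and 5 fell, and those that the study took from modules of these arrays, such as En2 and Isl1, are not independent evidence. By this mean 5018 genes changed, 2396 up and 2622 down, 245 and 38 over 2-fold, and 451 of them had no overlap between cultures at each of the 4 days.

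**Figure D3:**
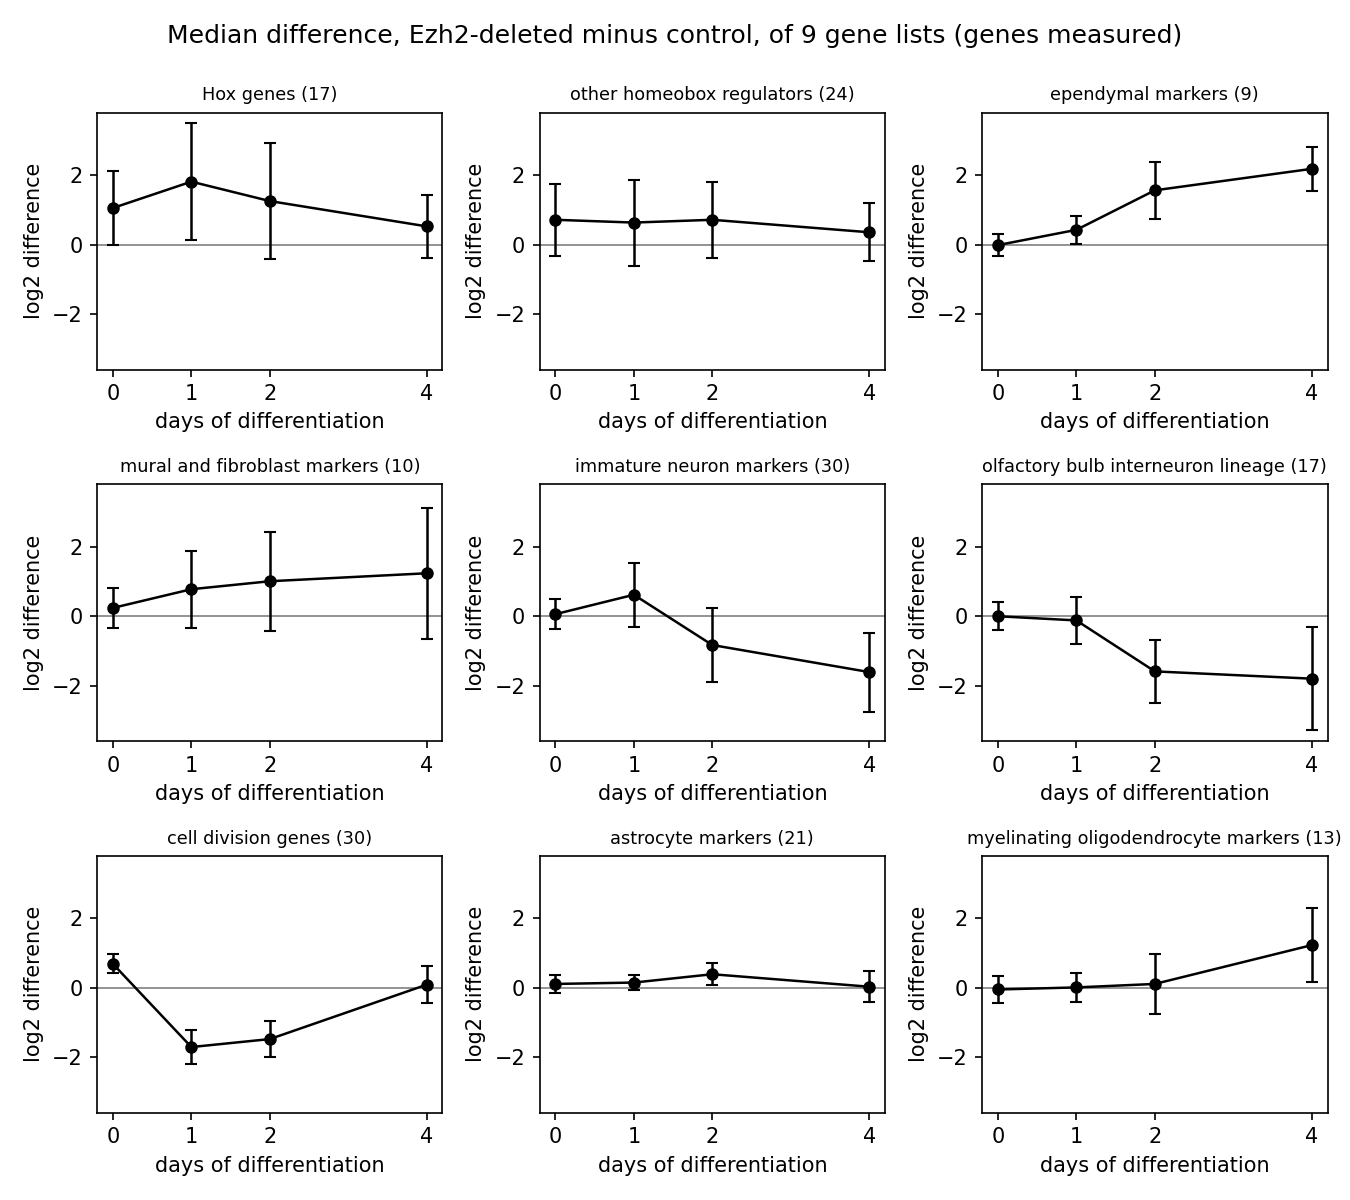
Median log2 difference, Ezh2-deleted minus control, of 9 gene lists at days 0, 1, 2 and 4, with bars of 1 SD over the genes of the list. Ependymal markers went from -0.01 at day 0 to 2.19 at day 4, and immature neuron markers from above to below control. Members not detected in a culture enter at their fitted difference, and at their bound the Hox medians were 0.22, 1.00, 0.44 and 0.03.

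Some genes moved the same way at each day, and for others the difference depended on the day. At all 4 days 109 genes rose and 14 fell, where independent calls would give 2.62 and 2.31. The days share 1 estimate of the spread per gene, and same-numbered arrays correlated across days, so their calls are not independent. Part of an excess over the numbers for independent calls is therefore built in. Risen at every day were En2, Isl1, Gata2, Reln, Cdkn1a, Igf2, B2m and Hoxa5, Hoxa7, Hoxb2, Hoxb5, Hoxb7, Hoxc6, Hoxc9, Hoxd8 and Hoxd9. The fallen genes included Insm1, the Notch ligand Dll1 and Bcat1. Between day 2 and day 4, 1389 genes rose at both and 1352 fell at both (495.5 and 532 for independent calls), while of the 864 genes that rose at day 0, 213 rose and 141 fell at day 1 (50.8 and 49.7). In a test of dependence on the day, 4455 genes passed. The dependence passed for 29 of 30 cell division genes, 28 of 30 immature neuron markers, 14 of 17 interneuron genes (15 adjusted over the list alone), 9 of 9 ependymal markers and 11 of 17 Hox genes. Stmn2 was above control at day 1 (3.45) and below it at day 4 (-2.45), and Hoxb5, not detected in control cultures, was at least 3.08-fold higher at day 0, at least 24.9-fold at day 2 and at least 2.28-fold at day 4.

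Control cultures turned on neuronal and interneuron genes. Between day 0 and day 4 Dcx went from not detected to at least 102.0-fold higher (adjusted p = 2.27e-12, n = 3 per day), Slc32a1, the vesicular GABA transporter, to at least 39.7-fold and the neurogenic zinc finger gene Myt1 to at least 46.4-fold, and Gad1 rose 50.6-fold (5.70 to 11.36), Stmn2 40.1-fold and Dlx2 9.76-fold. Immature neuron markers rose in 23 of 30 and fell in 3 (adjusted p = 3.82e-08 by camera, and adjusted p = 0.37 with an estimated correlation). The interneuron lineage rose in 12 of 17 and fell in 2 (13 and 4 adjusted over the list alone, adjusted p = 0.00218, and adjusted p = 0.396 with an estimated correlation), and ependymal markers rose in 8 of 9 and fell in 0 (adjusted p = 0.00035, and adjusted p = 0.396 with an estimated correlation). The extracellular matrix gene Fbln2 fell by 6.16 ± 0.28 (71.5-fold lower), and Angpt2, Igfbp3 and Vegfa were 45.8-fold, 28.9-fold and 24-fold lower. Olig2 fell by 2.00 ± 0.19 (3.99-fold) and Nes, the intermediate filament of stem cells, fell by 1.67 ± 0.15. Cell division genes fell in 26 of 30 and rose in 0 (adjusted p = 4.88e-08, and adjusted p = 0.396 with an estimated correlation), EGF and FGF response genes fell in 12 of 16 and rose in 1 (0.000195, and adjusted p = 0.394 with an estimated correlation) and stem cell markers fell in 10 of 16 and rose in 0 (0.00115, and adjusted p = 0.0518 with an estimated correlation).

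These 6 lists were the ones called in control cultures, and none of the 6 held with an estimated correlation. Earlier in the control course the division genes did not fall: 8 of 30 rose and 0 fell at day 1, and 17 rose and 0 fell at day 2. The growth factor response was down from day 1, when 12 of 16 EGF and FGF response genes fell and 0 rose, with Ccnd1, cyclin D1 (-3.87 ± 0.19, 14.6-fold lower), and the phosphatase gene Dusp6 (-3.72 ± 0.15, 13.2-fold). Olig2 was already at least 5.7-fold lower at day 1. Dlx1 rose 19.6-fold by day 1 and 49.7-fold by day 2, and Ezh2 itself rose 1.52-fold by day 1 and 1.81-fold by day 2. Changed genes numbered 4115 at day 1 (2194 up, 1921 down), 5569 at day 2 (2923 up, 2646 down) and 5788 at day 4 (2990 up, 2798 down), and 62.2%, 64.5% and 67.4% of all genes did not overlap with day 0 (20%, 10% and 10% by chance). With scaling to a common median the splits were 1348 up and 2293 down, 2087 up and 3017 down, and 2133 up and 3314 down, the median of all genes at day 4 being -0.12 in place of 0.02.

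Within Ezh2-deleted cultures cilium genes were among those that rose most from day 0. Hdc, histidine decarboxylase, rose 275.0-fold by day 4 (5.48 to 13.58, 8.10 ± 0.26, adjusted p = 5.37e-14, n = 3 per day), Odf3b at least 138.0-fold, Cfap299 at least 103.0-fold and the cilium gene Spag6l 109.0-fold. Ependymal markers rose in 9 of 9 (median 4.42), myelin markers in 13 of 13, interferon response genes in 12 of 15 with 0 falling and immature neuron markers in 18 of 30 with 3 falling (18 and 4 adjusted over the list alone). Dcx was at least 17-fold and Gad1 10.1-fold higher than at day 0. Division genes fell in 29 of 30 and rose in 0 at each of days 1, 2 and 4, with Tk1 9.22-fold lower by day 1 and 19.3-fold by day 4. Dhh, a hedgehog ligand, fell by 4.68 ± 0.14 (25.6-fold), and Angpt2 was 85.1-fold, Fbln2 84.5-fold and Olig2 5.17-fold lower. Hox genes rose in 8 of 17 and fell in 0 by day 1, and by day 4 rose in 1 and fell in 10, with Hoxb5 1.54-fold lower (-0.62 ± 0.15). Changed genes numbered 4782 at day 1 (2504 up, 2278 down), 5530 at day 2 (2879 up, 2651 down) and 6034 at day 4 (2961 up, 3073 down), with 65.4%, 63.4% and 64.6% of all genes not overlapping with day 0 (20%, 10% and 10% by chance).

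Of the genes that rose by day 4, 1924 did so in both cultures and of those that fell, 2056 (924 and 897.3 for independent calls), while 177 rose in control and fell in Ezh2-deleted cultures and 134 did the opposite.

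At day 7 each culture had 1 array, so no test was made. Dcn read 4.52 and was not detected in control, and 13 after deletion. Col1a1 read 4.62 and 9.43, Dcx 11.15 and 8.02, Gad1 10.12 and 7.27, Mbp 12.37 and 12.50 and Foxj1 8.68 and 8.78. The median difference of the ependymal markers was 0.66. Olig2 read 6.82 in control and 5.02, not detected, after deletion. Of the 4665 genes changed at day 4, 3908 (83.8%) differed in the same direction at day 7. Among 10000 random lists of like size and expression, the medians of mural and fibroblast markers (2.74) and cell division genes (0.54) were at percentile 100, and those of immature neuron markers (-1.44), the interneuron lineage (-0.85) and oligodendrocyte progenitor markers (-0.78) at percentile 0, as a description of these 2 arrays.

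Coexpression of the background-corrected values over the 24 arrays gave 36 modules that held 4697 probes. Module 25, with 42 members, included Hoxb7, En2, Hoxd8, Hoxc9 and Hoxa5. Module 36, with 14 members, included Isl1, Slc17a6, Neurod4 and Dbx1, and its first component was highest in Ezh2-deleted cultures at day 1 (0.585, against -0.091 in control). Module 2, with 506 members, included the cilium genes Cfap57, Ift88 and Cfap65, and its component was 0.392 in Ezh2-deleted and -0.08 in control cultures at day 4. Olig2 and Nes fell in module 1 with 810 members, Dcx in module 5 and Dlx2 in module 14. The modules were built from the arrays they describe, so their levels are a description and not a test.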

Values the study reported

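The study reported that its coexpression analysis of all 24 samples, with a merging threshold of 0.85, yielded 34 modules.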

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

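The tests on sample names, on ependymal markers and on mural and fibroblast markers were chosen after the results were seen, and the random splits of the samples were planned.

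For 4455 genes the difference between cultures depended on the day by an F test in limma, and the 10 with the smallest adjusted p are given here. Ecm1 (adjusted p = 4.04e-10) and the ciliary gene 1110017D15Rik (5.88e-08) lay at -0.12 and -0.07 at day 0 and at 2.38 and 3.20 at day 4. Hp (2.94e-08) and Deup1 (5.94e-08) were not detected in either culture at day 0 and were at least 5.67-fold and at least 3.27-fold higher at day 4. Hoxb5 (5.23e-09) and Slc17a6 (5.62e-08) were not detected in control cultures, and their levels in Ezh2-deleted cultures were highest at day 2 (10.07) and day 1 (9.30). Stmn2 (1.03e-08), Elmo1 (2.76e-08) and Mmp24 (6.9e-08) lay above control at day 1 (3.45, 1.29 and 1.83) and below it at day 4 (-2.45, -1.77 and -1.61). Pafah1b3 (5.88e-08) lay at 0.26 at day 0 and at -1.62 at day 4.

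Control and Ezh2-deleted labels were exchanged among the arrays of each day to ask whether other groupings give as many genes. Over 100 draws made separately for each day, 1 draw, the real one, gave as many genes for the dependence on the day (4455, highest other 2355), 1 for the mean over days (5018, highest other 620) and 3 for the lists shifted by that mean (16, highest other 18). This excludes chance only if arrays of different days are independent, and same-numbered arrays of a culture also correlated across days (0.088 to 0.234). If all arrays of a culture with the same number are exchanged together, the 6 splits are too few for a share under 0.05, with highest others of 1, 11 and 12. The numbers pair the arrays of the cultures at days 0, 2 and 4, and in 100 draws that part each pair the mean had 1 as large (highest other 3980), the dependence 3 (highest other 5951) and the lists 1 (highest other 15). Most of the draws over all groupings leave some pairs together, and their highest counts of genes were lower. Draws that mix the cultures within a day also put the real difference into the spread, which lowers their counts of genes. The 2 other draws with over 4455 genes exchanged the cultures whole on 2 or 3 days and kept them whole on 1, so they hold the difference between cultures.

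With 3 arrays against 3 the 10 splits are too few for a share under 0.05. The real count and the highest other were 1587 and 1 at day 0, 4234 and 0 at day 2, and 4665 and 0 at day 4. From day 0 they were 5569 and 0 at day 2 and 5788 and 0 at day 4 in control cultures, and 5530 and 0 and 6034 and 0 in Ezh2-deleted cultures. For the lists shifted by day 4 in control cultures they were 6 and 8, with 4 of the 10 as large. The 3 other splits that part all 3 pairs gave 0 genes in each of the comparisons of genes, and at most 8 lists. Each other split mixes the 2 cultures or the 2 days within its groups, which puts the real difference into the spread. Counts of genes near 0 there are built in where that difference is large, so they do not show what chance would give.

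Sample names differ between the deposited tables for 16 arrays. If arrays were scattered among the groups in the header of the table of intensities, replicates would correlate no better than under random names, but they did at 0.861, against a highest of 0.322 in 1000 random assignments. An exchange of cultures in the header is argued against by the mean Hox level, since 15 of the 16 arrays lay on the side of the header's culture and 7 on that of the value table, and no control array crossed over (highest 4.91, midpoint 5.44). The array on the other side was Ezh2-deleted day 4 replicate 2, at 5.28. Names scattered in the value table remain a candidate explanation, with 11 arrays nearest to an array of their own group against 22 of 22 under the header, which argues against a wrong group for any single replicated array there, while an exchange of whole groups between days within a culture and the day of the lone day 7 arrays stay open and no biological explanation was tested.

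Ependymal markers rose in Ezh2-deleted cultures at days 2 and 4. Ependymal cells carried over from before differentiation are argued against by day 0, where the median difference was -0.01 (SD of members 0.31) against 2.19 at day 4. A lower share of neurons would raise markers of other cell types alike, yet 9 of 9 ependymal markers lay above the highest astrocyte marker (0.81) at day 4. On the single arrays of day 7 the median difference of the list was 0.66, at percentile 99.94 of random lists. Among its members Enkur lay at 1.45, Tekt1 at 1.01 and Foxj1 at 0.10. Outside the list Cfap299 lay at 1.65 and Cfap65 at 1.61, and Deup1 at -0.42 and Ccno at -0.36. A candidate explanation, found on these data, is that Ezh2 deletion makes ependymal differentiation earlier or more frequent, which these values do not separate, and growth of a few such cells after day 0 was not tested.

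Mural and fibroblast markers rose as well, with a median difference of 0.24 at day 0 and 1.24 at day 4 (0 and 1.18 with members not detected in a culture at their bound). A lower share of neurons would raise astrocyte markers by about as much, yet their median at day 4 was 0.03 (SD of members 0.45), and at day 1 the list lay at 0.78 (0.51 at bounds) while immature neuron markers lay at 0.62 (0.60), above control too. Mural cells or fibroblasts in the Ezh2-deleted cultures may account for the rise, since 10 fibroblast transcripts outside the list had a median of 1.06 (SD 0.99) at day 4, with 7 risen. Endothelial markers rose in 3 of 5 at day 4 (median 0.86, SD of members 1.29, and 0.62 at bounds), so which vascular or connective cells these would be stays open. Loss of repression of these genes in the neural cells themselves by Ezh2 deletion would give the same values, stays open and was not tested.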

How the results depend on the processing

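Quantile normalization of linear intensities under the header's names was chosen after the data were seen, and the other settings were planned.

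The counts of genes in 12 comparisons, the counts of lists in 2 and the difference in Ezh2 make 15 results. All counts lay within 1.5 times, and the difference in Ezh2 kept its direction and its call, under log2 quantile normalization, no detection filter, the mean of probes, trend and robust variance, and the added setting. With normexp and scaling to a common median the count at day 1 was 695, and with only the arrays compared it was 359, where fewer arrays estimate the spread. The cause of the former was not tested. With an estimated correlation camera called 2 lists for the mean over days and 0 of 28 in control cultures at day 4. Without background correction differences of single genes were at a median of 0.624 times those reported (0.322 to 0.968), and list medians shrank, for the interneuron lineage from -1.59 to -0.75 at day 2 and from -1.80 to -0.81 at day 4, and at day 4 from 1.23 to 0.34 for myelin, 1.24 to 0.66 for mural and fibroblast and 2.19 to 1.60 for ependymal markers. Modules numbered 20 on detected probes, where fewer probes enter, and 39 on the value table. With the replicate number as a block counts were 1827, 1327, 4489 and 4859 at days 0, 1, 2 and 4, 5222 for the mean, 4816 for the dependence on the day, 4337, 5765 and 5953 in control cultures and 4979, 5697 and 6229 in Ezh2-deleted cultures, with 16 and 6 lists and -0.73 for Ezh2, so the block moved no count by over 1.5 times, and it changed none of the 220 calls of single genes below. BeadChip as a block was not run, since neither columns nor headers give it. Signal over background limits changes near the floor: the lowest log2 value of a detected probe was 5.20 to 5.58 by array, and 176, 163, 392 and 498 of the changes at days 0, 1, 2 and 4 are bounds.

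Leaving out each array in turn gave 986 to 1721 genes at day 0, 560 to 1187 at day 1, 3384 to 4356 at day 2, 3862 to 4770 at day 4, 4638 to 5126 for the mean and 4045 to 4740 for the dependence on the day. Where day 1 keeps a lone array, that array is assumed to vary like the other groups. The low ends were without Ezh2-deleted day 0 replicate 1 and without control day 1 replicate 2 (580 without Ezh2-deleted day 1 replicate 1). From day 0 to days 1, 2 and 4 the ranges were 3297 to 4248, 5139 to 5647 and 5404 to 5875 in control cultures and 3834 to 4882, 5098 to 5606 and 5638 to 6060 in Ezh2-deleted cultures. Lists numbered 16 to 17 for the mean and 6 to 7 in control cultures, and Ezh2 lay between -0.78 and -0.69.

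Under the value table's names 6 of the 15 results lay within 1.5 times. Genes numbered 409 at day 0, 0 at day 2 and 0 at day 4 by limma (355 and 739 at an unadjusted p under 0.05 on the last 2), 317 for the mean, 3642 by day 4 in control cultures, 2943 and 2869 by days 1 and 4 in Ezh2-deleted cultures and 573 for the dependence on the day. The same normalization under the header's names kept all 15, so the names account for these. Ezh2 reversed to 0.10 over the mean.

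Of 220 results for single genes 119 kept their call under the value table's names, 62 were weaker and 39 reversed, and none of the reversed values passed the test. Reversed at day 1 were Dcn (-2.40), Kif15 (0.16), Tk1 (0.50), Mybl2 (0.01), E2f2 (0.08), Clspn (0.12), Timeless (0.19) and H2ac11 (0.39). At day 2 they were Hoxb5 (-0.06), Hoxc9 (-0.09), Dcn (-0.72), Cfap299 (-0.69), Cfap161 (-0.62), 1700016K19Rik (-0.78), Reln (-0.14), Ttc29 (-0.41), Dnaaf1 (-0.45), Shtn1 (0.47), Dlx1 (1.11), Prox1 (0.67), Flrt2 (0.36), Dlx2 (0.51) and Ibsp (0.02). At day 4 they were Dcn (-0.10), Angptl7 (-0.01), Cdhr3 (-0.16), Ccna1 (-0.40), Cfap65 (-0.13), 1700012B09Rik (-0.26), Cfap299 (-0.77), 6820408C15Rik (-0.28), 1700016K19Rik (-0.71) and Lrrc34 (-0.47). For the mean they were Lum (-0.06), Crip3 (-0.58), Insm1 (0.61), Dclk2 (0.18), Mycl (0.01) and Taf5 (0.01). In each other setting but 1 all 220 kept their call, and with only the arrays compared 219 did and Dcn at day 1 no longer passed.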

Other observations

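The genes in this part were chosen after their values were seen, and no test was added for it.

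Mcidas and Ccno, which drive the formation of multiple cilia, were higher in Ezh2-deleted cultures from day 1. Mcidas was not detected in either culture at day 0, was not detected in control cultures at day 1 and was at least 2.6-fold higher then (adjusted p = 0.000204 by limma, n = 2 per culture), and differed by 3.65 ± 0.27 at day 2 (3.55e-08, n = 3) and by 3.71 ± 0.27 at day 4 (1.07e-08). Ccno differed by 3.35 ± 0.37 at day 1 (6.84 to 10.19, 1.13e-05), by 3.53 ± 0.3 at day 2 and by 3.13 ± 0.3 at day 4 (2.04e-07). The median of the ependymal markers was 0.43 at day 1 and 1.57 at day 2. On the single day 7 arrays the control was no longer lower for Mcidas (8.30 in control and 7.40 after deletion) and Ccno (11.58 and 11.22). The ependymal markers still had a median difference of 0.66 on those arrays. Calb2, calretinin, was below control at day 0 (-1.22) and above it at day 4 (2.96).

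Microglia markers had a median difference of 0.92 between the single arrays of day 7 (percentile 99.97 of random lists), MHC genes 0.83 (99.93) and interferon response genes 0.80 (100), while myelin genes lay at -0.39 (0.87) and cholesterol synthesis at -0.30 (2.88). Module 11, with 108 members, had its first component at 0.831 on the Ezh2-deleted array and 0.44 on the control array of that day. Module 26, with 36 members that include Col3a1, was at 0.824 on the same Ezh2-deleted array, so both modules rest mostly on 1 array.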
